A study of Homo sapiens with 5 samples. Its data were reported in "SWI/SNF catalytic subunits’ switch drives resistance to EZH2 inhibitors in ARID1A-mutated cells" (2018).

How the data were processed

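RNA-seq was performed on total RNA from TOV21G cells, an established ovarian clear cell carcinoma line with mutated ARID1A. The 5 libraries, prepared with a stranded total RNA kit per the labels, comprised 1 library of parental cells and 4 libraries of cells resistant to the EZH2 inhibitor GSK126. The resistant libraries came from 2 clones, numbered 3 and 4, and each clone was profiled once untreated and once treated with GSK126. Groups and clone numbers were taken from the sample labels. The dose and duration of GSK126 in the treated cultures are not given in the labels and were not used here.

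The authors aligned paired-end reads to the hg19 human genome with bowtie2 and estimated read counts per gene with RSEM on an Ensembl gene annotation, whose release is not stated. The values the authors deposited are these estimated counts (the expected counts of RSEM), not normalized, for 30476 Ensembl gene identifiers. All values were whole numbers (0 values were not whole), so the estimates had been rounded before deposition, and they were used as they stood. Each of the 5 columns was matched to a library by its name, and the only column without a clone tag was taken as parental. No gene had a count of 0 in all libraries (0 genes), and the smallest summed count over the libraries was 1, which 3145 genes had. The table held 0 mitochondrial genes. Total counts per library ranged from 25479238 to 30764963.

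Several features of this processing bear on the measurements. RSEM divides reads that fit more than 1 gene by estimation, so counts of overlapping genes, multigene families and multi-copy small RNAs can move between genes without any change in the RNA. Whether the counting used the strand is not stated, so overlapping genes on opposite strands are uncertain as well. Total RNA libraries retain small structural RNAs, whose recovery can differ between preparations.

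Gene symbols, coordinates, GC content and transcript length were taken from GENCODE release 44 mapped to GRCh37, the assembly that corresponds to hg19. Of the 30476 identifiers, 29203 (95.8%) matched, and the 1273 that did not match held 3.06% of all counts. GC content and length were those of the annotated transcripts of a gene (the median over its transcripts).

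Differential expression was tested with DESeq2 1.42.0 in R 4.3.3 (two-sided Wald test, median-of-ratios size factors, Benjamini-Hochberg adjusted p under 0.05), the tool and the 5% false discovery rate named in the methods of the study. EIR libraries were compared with the parental library as a single group of 4. A fit with 3 groups (parental, untreated EIR, GSK126-treated EIR) gave the separate contrasts of untreated and treated EIR cells with parental cells. The 4 EIR libraries alone were used for GSK126-treated against untreated cells and for clone 4 against clone 3, the latter with treatment as covariate. With 1 parental library, the spread between replicates came from the EIR libraries only, and the 2 libraries of a clone are not independent clones. Clone 3 and clone 4 each appear untreated and treated, so the clone number in the labels paired the libraries. It was used as a replicate block in an alternative fit of treated against untreated cells.

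Per-library ratios were computed as log2 of normalized counts with a pseudocount of 0.5. Measures over expressed genes used genes with a mean of at least 100 normalized counts. A group whose libraries all held 3 counts or fewer was treated as being at the floor, and a fold change against it was computed against 3 counts and given as a lower bound. Where such a group was not empty, the value is no bound and is given as set against 3 counts. Intervals (95%, Wilson) and floors cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. SMARCA4, SMARCA2, BCL2, ARID1A and EZH2 were selected in advance because the study follows them. The other genes named per comparison were, by a rule fixed beforehand, the 5 with the largest rise and the 5 with the largest fall in log2 fold change among genes past the threshold with a mean of at least 100 normalized counts, changed the same way in every EIR library against parental, in both clones, or under both treatments. Lists of SWI/SNF subunits, PRC2, anti-apoptotic and pro-apoptotic BCL2 family genes, drug efflux pumps and sterol synthesis genes were also fixed beforehand and described by the median log2 change of their members and its percentile among 10000 random lists of the same size matched on mean expression. This percentile describes these libraries and is not a p-value. A few results for single genes are not reported here.

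Alternatives fixed before the data were examined were edgeR 4.0.16 (quasi-likelihood test with TMM factors), TMM and total count scaling in DESeq2, filters of at least 10 counts in every library or in at least 2 libraries, a minimum absolute log2 fold change of 1, leaving out each EIR library in turn, summing the 2 libraries of each clone, treatment as covariate, the replicate block, and clone 4 against clone 3 without covariate. A GC correction was added after the data were seen. It removed each library's smooth trend of log2 count on GC content (lowess, span 0.3) through gene-wise normalization factors. Other computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

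The procedures were tested on simulated data drawn for the genes of the table with 200 genes changed by 2 on the log2 scale. In a design of 1 library against 4 with gene-wise dispersions, DESeq2 fitted 26828 genes, recovered 91% of the changed genes and made 300 calls, of which 118 (39.3%) were false. On the same counts edgeR recovered 82% with 21 false calls (11.4%). With dispersions on the fitted trend, over 26461 genes, DESeq2 made 12 false calls (6.1%) and edgeR 4 (2.1%). With 2 libraries against 2, over 26130 genes, DESeq2 recovered 93% of the changed genes, and 114 of 300 calls (38%) were false. With the replicate block DESeq2 recovered 94.5%, and 121 of 310 calls (39%) were false. EdgeR with the block recovered 93%, and 93 of 279 calls (33.3%) were false. These simulated libraries held no difference between clones, so the recovery does not apply to the treated and untreated libraries here. The GC correction lowered the rank correlation of an added GC trend, over 11285 genes, from 0.622 to 0.003.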

Results

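TOV21G is an ARID1A-mutated ovarian clear cell carcinoma line that is sensitive to inhibition of EZH2, the histone methyltransferase of the PRC2 complex. EZH2 inhibitor-resistant (EIR) clones had been derived from it by raising the concentration of the EZH2 inhibitor GSK126 from 5 to 10, 15 and 20 uM and then picking clones. RNA-seq was performed on parental cells (1 library) and on EIR clones 3 and 4, each untreated and treated with GSK126 (4 libraries). Estimated read counts per gene summed to 29835219 in parental cells, 30764963 in untreated clone 3, 29486021 in untreated clone 4, 29295604 in GSK126-treated clone 3 and 25479238 in GSK126-treated clone 4. Between 15588 (parental) and 16432 genes (untreated clone 3) had at least 10 counts. Total counts differed little between groups, but parental cells have no replicate, so no difference from parental cells could be set against the spread between parental libraries.

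The first question was how far expression differed between EIR and parental cells. With DESeq2, 4157 genes passed an adjusted p of 0.05 among 16288 genes that received one, 2014 higher and 2143 lower in the 4 EIR libraries than in the parental library. Of these, 2115 differed at least 2-fold. The choice of tool moved this number most. The quasi-likelihood test of edgeR called 1746 genes, of which 1717 were also called by DESeq2, and the share of higher genes among the calls was 37.2% against 48.4% with DESeq2. With scaling to total counts DESeq2 called 2290 genes higher and 1745 lower, so that the share of higher genes was 56.8% and the balance was turned around. On simulated counts of this design with 200 changed genes, 39.3% of DESeq2 calls and 11.4% of edgeR calls were false with gene-wise dispersions, and 6.1% and 2.1% with dispersions on the fitted trend. These shares do not carry over to the 4157 calls, but DESeq2 made more false calls in both. A fit with separate untreated and treated groups gave 1998 genes (966 higher, 1032 lower) for untreated EIR cells against parental cells and 2017 (1018 higher, 999 lower) for GSK126-treated EIR cells. In edgeR the higher share in untreated EIR cells was 35.2% against 48.3%. With scaling to total counts the share in treated EIR cells was 63.5% against 50.5%. The 2 contrasts shared 1666 genes, all 1666 in the same direction, and both rest on the same parental library.

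The EIR clones were next compared with each other as a yardstick. Over 11564 expressed genes, the SD of the log2 ratio between untreated and treated libraries of the same clone was 0.24 in clone 3 and 0.39 in clone 4. Between libraries of different clones it was 0.81 to 0.87, and between the parental library and an EIR library it was 1.05 to 1.14. Correspondingly, 31 and 264 genes differed at least 2-fold within a clone, 850 to 944 between clones and 1887 to 2237 between parental and EIR cells. The distance from parental cells was thus larger than the distance between clones in each of the 4 pairs, but the distance between clones was itself larger than that between treatments.

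**Figure D1:**
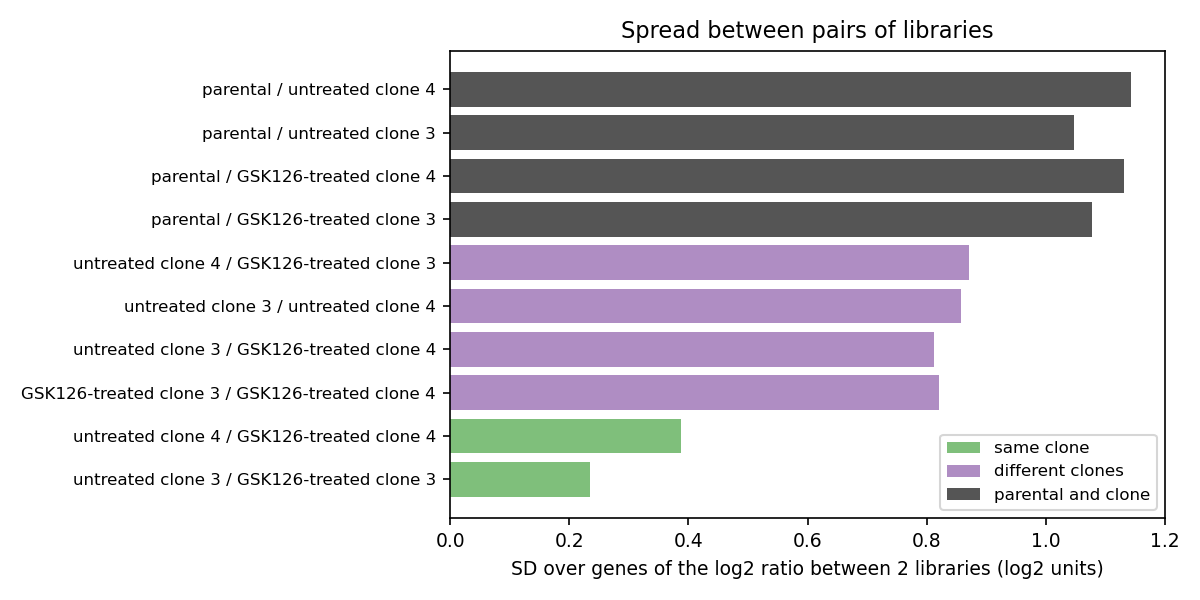
Spread between each pair of libraries, as the SD over 11564 genes of the log2 ratio of normalized counts (horizontal axis, log2 units), with a bar for each of the 10 pairs. Pairs of the same clone lie at 0.24 and 0.39, pairs of different clones between 0.81 and 0.87, and pairs with the parental library between 1.05 and 1.14.

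The genes followed by the study were then examined, to ask whether the catalytic subunits of the SWI/SNF chromatin remodeling complex and the anti-apoptotic gene BCL2 differed in EIR cells. SMARCA4 (ENSG00000127616, chromosome 19, 11071608 to 11190102, plus strand, GRCh37) had a normalized read count of 13474 in parental cells and 8632 ± 247 (SD, n = 4) in EIR libraries. This is a log2 fold change of -0.64 (SE 0.13, DESeq2 adjusted p 1.964e-05 over all genes and 2.516e-06 over the 5 genes). Its values in the EIR libraries lay between 8331 and 8934, all below parental. The call depended on the processing. The adjusted p was 0.0604 in edgeR, 0.0890 when the libraries of each clone were summed, and 0.0835 after GC correction, which moved the log2 fold change to -0.28. Across all alternatives the adjusted p ranged from 1.144e-08 to 0.0890.

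SMARCA2 (ENSG00000080503, chromosome 9, 1980290 to 2193624, plus strand) had 1238 normalized counts in parental cells and 3155 ± 445 (SD, n = 4) in EIR libraries, a log2 fold change of 1.35 (SE 0.25, DESeq2 adjusted p 2.258e-06 over all genes and 4.165e-07 over the 5 genes). It was higher in 4 of 4 EIR libraries, with adjusted p from 1.854e-09 to 0.0189 across the alternatives. BCL2 (ENSG00000171791, chromosome 18, 60790579 to 60987361, minus strand) rose from 362 to 624 ± 61.9 (SD, n = 4) normalized counts, a log2 fold change of 0.79 (SE 0.24, DESeq2 adjusted p 0.0060 over all genes and 0.0015 over the 5 genes). It was also higher in 4 of 4 EIR libraries, but its adjusted p was 0.0909 in edgeR and ranged from 0.0026 to 0.1434. BCL2 passed the threshold in treated EIR cells (log2 fold change 0.90, DESeq2 adjusted p 0.0284) and not in untreated EIR cells (0.66, DESeq2 adjusted p 0.1434). Between treated and untreated EIR cells no difference was detected (0.23, DESeq2 adjusted p 0.9999 with and without the clone number as replicate block), though the counts rose with treatment in both clones, from 579 to 688 in clone 3 and from 564 to 665 in clone 4.

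ARID1A (ENSG00000117713, chromosome 1, 27019727 to 27108595, plus strand) had 389.8 normalized counts in parental and 445 ± 182 (SD, n = 4) in EIR libraries. Its log2 fold change of 0.19 (SE 0.51, DESeq2 adjusted p 0.827) was within the spread between libraries, which came mainly from 708 normalized counts in GSK126-treated clone 4 against 298 to 421 in the others. EZH2 (ENSG00000106462, chromosome 7, 148504349 to 148581413, minus strand) had 2746 normalized counts in parental and 2923 ± 389.5 (SD, n = 4) in EIR libraries, with a log2 fold change of 0.09 (SE 0.24, DESeq2 adjusted p 0.825). Neither gene showed a detectable difference in this design. GSK126 treatment changed none of the 5 genes detectably within EIR cells (DESeq2 adjusted p 0.9999 for each).

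**Figure D2:**
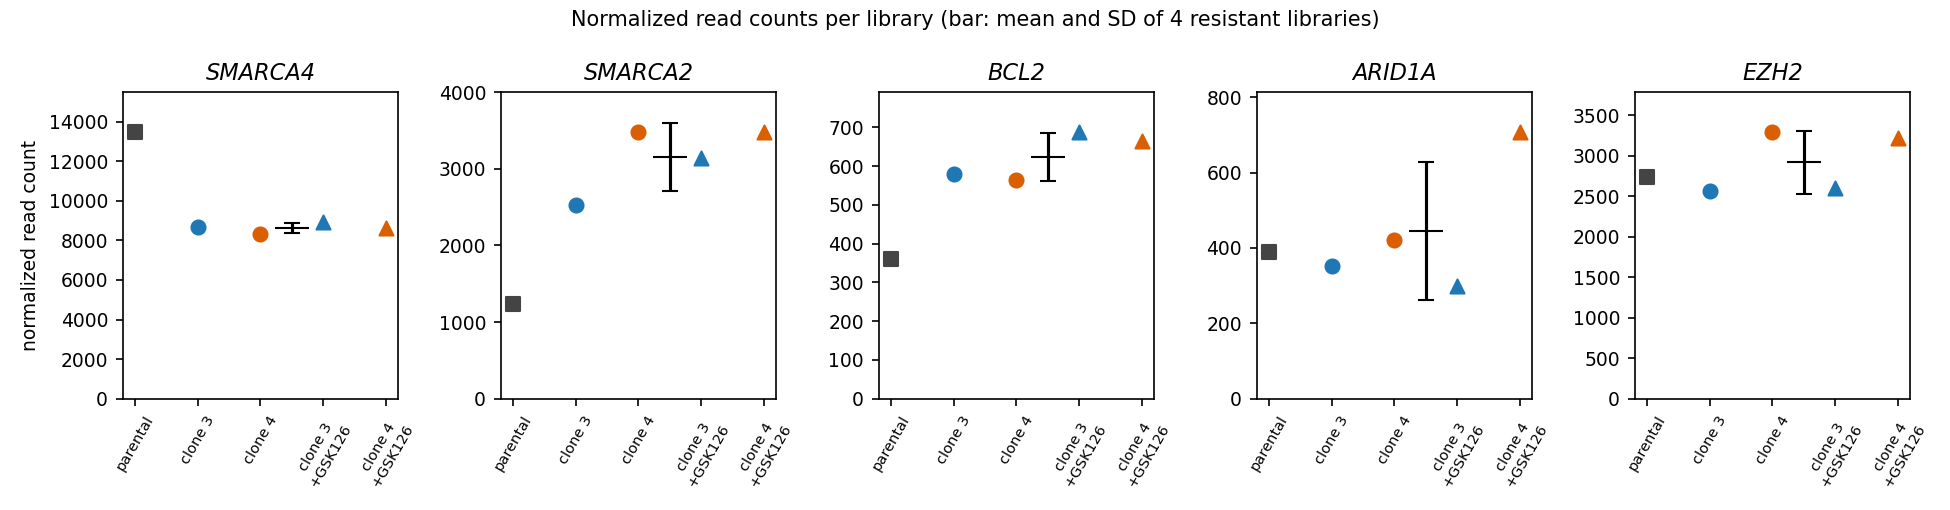
Normalized read counts (vertical axes, starting at 0) of SMARCA4, SMARCA2, BCL2, ARID1A and EZH2 in the parental library (square) and in EIR clones 3 (blue) and 4 (orange), untreated (circles) or GSK126-treated (triangles), with the mean and SD of the 4 EIR libraries (n = 4) as a black bar. SMARCA4 lies at 13474 in parental cells and at 8331 to 8934 in EIR libraries, SMARCA2 at 1238 and at 2532 to 3479.

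Fold changes against the parental library followed the GC content of the transcripts. Across 11377 expressed genes with a GC value, the rank correlation of the log2 ratio with GC content lay between -0.49 and -0.39 in the 4 pairs of an EIR library with the parental library, and the slope between -0.50 and -0.38 log2 units per 10 points of GC. These are correlations across genes, which are not independent replicates. In untreated clone 3 the median log2 ratio went from 0.46 for genes below 40% GC to -0.43 for genes above 60% GC, and in untreated clone 4 from 0.58 to -0.58. Between the treated and untreated library of the same clone the slopes were -0.03 and 0.10. SMARCA4 transcripts have 58.1% GC. Among 135 genes of similar GC content and expression the median log2 ratio was -0.29 (SD 0.48), and 22.2% of them were lower than SMARCA4. For SMARCA2, 98.1% of 1125 such genes had a smaller log2 ratio, and for BCL2 85.1% of 1099.

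**Figure D3:**
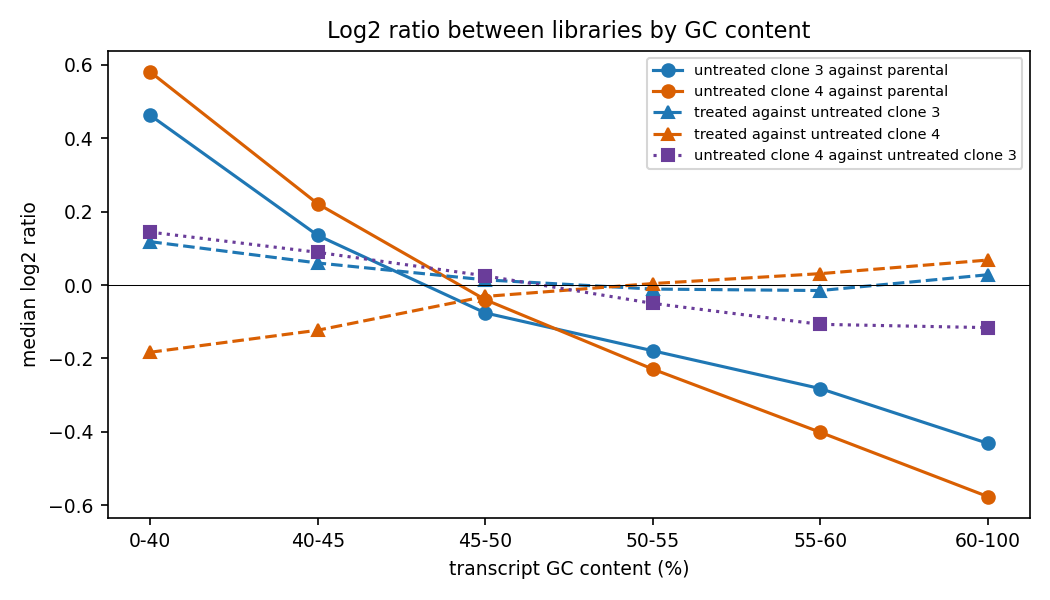
Median log2 ratio between pairs of libraries (vertical axis) for genes grouped by transcript GC content (horizontal axis, percent). The ratios of untreated clones 3 and 4 to parental cells (solid lines) fall from 0.46 and 0.58 below 40% GC to -0.43 and -0.58 above 60% GC, whereas treated against untreated libraries of each clone (dashed lines) stay between -0.18 and 0.12 and clone 4 against clone 3 (dotted line) between -0.12 and 0.14.

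Among the genes with the largest changes between EIR and parental cells, LIN7A (ENSG00000111052, chromosome 12, 81186299 to 81331713) had 1 count in parental cells and 1217 to 2290 counts in EIR libraries (DESeq2 adjusted p 1.130e-10). Set against 3 counts, the mean of the EIR libraries was 562-fold higher and the lowest EIR library 383-fold. The long non-coding RNA FIRRE (ENSG00000213468, chromosome X, 130822807 to 130964890) had 0 counts in parental cells and 136 to 183 in EIR libraries, at least 52.0-fold higher (DESeq2 adjusted p 4.595e-05). The other 3 genes at the top of the list rested largely on a single clone. GUCY1A2 (ENSG00000152402, chromosome 11, 106544745 to 106889202) had 363 and 466 counts in clone 3, 3 and 3 in clone 4 and 0 in parental cells. PWWP3B (ENSG00000157502, chromosome X, 105412298 to 105452949) had 295 and 336 counts in clone 3, 4 and 6 in clone 4 and 0 in parental cells. SUCNR1 (ENSG00000198829, chromosome 3, 151591431 to 151602407) had 20 and 15 counts in clone 3, 361 and 215 in clone 4 and 0 in parental cells. In edgeR these 3 genes lost their call.

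The largest falls were found for PKDCC, MT1E, MEOX1, PRTFDC1 and COCH, and they held in both clones. PKDCC (ENSG00000162878, chromosome 2, 42275161 to 42285657) had 12243 normalized counts in parental cells and 26.5 ± 18.2 (SD, n = 4) in EIR libraries, a log2 fold change of -8.86 (SE 1.06, DESeq2 adjusted p 8.505e-15). MEOX1 (ENSG00000005102, chromosome 17, 41717757 to 41739290) fell from 3583 to 9.37 ± 2.57 (SD, n = 4), with a log2 fold change of -8.57 (SE 0.37, DESeq2 adjusted p 1.369e-113). The log2 fold changes of MT1E (ENSG00000169715, chromosome 16, 56659387 to 56661024), PRTFDC1 (ENSG00000099256, chromosome 10, 25137543 to 25241535) and COCH (ENSG00000100473, chromosome 14, 31343720 to 31364271) were -8.84, -8.54 and -8.33. MT1E belongs to the metallothionein family, whose members share reads, so its count is uncertain. PRTFDC1 lies on chromosome 10, where expressed genes as a whole were lower in both clones, with medians of -0.41.

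The effect of GSK126 within EIR cells was tested with 2 treated against 2 untreated libraries. DESeq2 called 1 gene, and 117 genes (0.4%) had an unadjusted p under 0.05. With the clone number as replicate block 4 genes were called, and 282 genes had an unadjusted p under 0.05. Libraries of the same clone deviated together from the means of their groups, with a correlation across genes of 0.862, which is why the replicate block is given beside the fit without it. The changes under treatment in clone 3 and clone 4 had a correlation of 0.056 across genes. The gene called in both fits was AMIGO3 (ENSG00000176020, chromosome 3, 49754262 to 49757117, minus strand), with 243 and 336 normalized counts in untreated and 10.9 and 13.8 in treated libraries (log2 fold change -4.57, SE 0.51, DESeq2 adjusted p 7.922e-15). It overlaps GMPPB on the same strand (49754277 to 49761406), which rose by 0.46 and 0.56 on the log2 scale, and the summed count of both genes changed by 0.07 in clone 3 and -0.10 in clone 4. The value of AMIGO3 is therefore uncertain. The replicate block added VGF (ENSG00000128564, log2 fold change 2.33, DESeq2 adjusted p 1.025e-06), GPNMB (ENSG00000136235, log2 fold change 1.36, adjusted p 2.743e-05) and IGFBP4 (ENSG00000141753, log2 fold change 1.72, adjusted p 0.0236), all higher with treatment in both clones and named after their values were seen. These 3 genes were not called by edgeR with the same block. On simulated counts of 2 libraries against 2, 39% of DESeq2 calls with the block were false. That share does not carry over to these 3 genes. With adjusted p the design detected hardly any effect of the drug on single genes. Without the block the fit counts the difference between clones as spread, so its small number of calls does not exclude such effects. The block removes this difference, and DESeq2 then still called only 4 genes and edgeR 1. On simulated counts DESeq2 with the block recovered 94.5% of changes of 2 on the log2 scale. Those simulated libraries held no difference between clones, so neither fit excludes effects of the drug.

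Clone 4 differed from clone 3 at 1739 genes (585 higher, 1154 lower), 335 of which were also among the 4157 genes called against parental cells. Among the largest rises in clone 4 were HEY2 (ENSG00000135547, chromosome 6, 126068810 to 126082415), with a log2 fold change of 5.64 (SE 0.51, DESeq2 adjusted p 1.895e-26), MIR100HG (ENSG00000255248, chromosome 11, 121899033 to 122427429) with 5.14, SUCNR1 with 4.13 and COMP (ENSG00000105664, chromosome 19, 18893583 to 18902114) with 3.88. Of the 5 largest falls, 4 reached 0 counts in both libraries of clone 4. GALNT13 (ENSG00000144278, chromosome 2, 154728435 to 155310491) was at least 211-fold lower, SLFN11 (ENSG00000172716, chromosome 17, 33677324 to 33700720) at least 205-fold, ATP10A (ENSG00000206190, chromosome 15, 25922420 to 26110331) at least 195-fold and NAP1L3 (ENSG00000186310, chromosome X, 92925929 to 92928577) at least 105-fold. KRT19 (ENSG00000171345, chromosome 17, 39679869 to 39684560) had 1763 and 2022 counts in clone 3 and 0 and 7 in clone 4, though keratin genes and their pseudogenes share reads. These rises and falls are between clones, not from parental cells. Parental cells had 3 counts of SLFN11, 6 of NAP1L3, 59 of GALNT13, 112 of KRT19 and 261 of ATP10A. For SLFN11 and NAP1L3 the difference is thus mainly a rise in clone 3. MIR100HG (1410 counts) and COMP (4488) were higher in parental cells than in either library of clone 4. Across the 11564 expressed genes, 1296 differed at least 2-fold from parental cells in both clones, 1241 of them in the same direction and 55 in opposite directions. A further 601 did so in clone 3 only and 810 in clone 4 only. The correlation of the changes of the clones was 0.725 across genes, which is raised by the parental library they share.

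**Figure D4:**
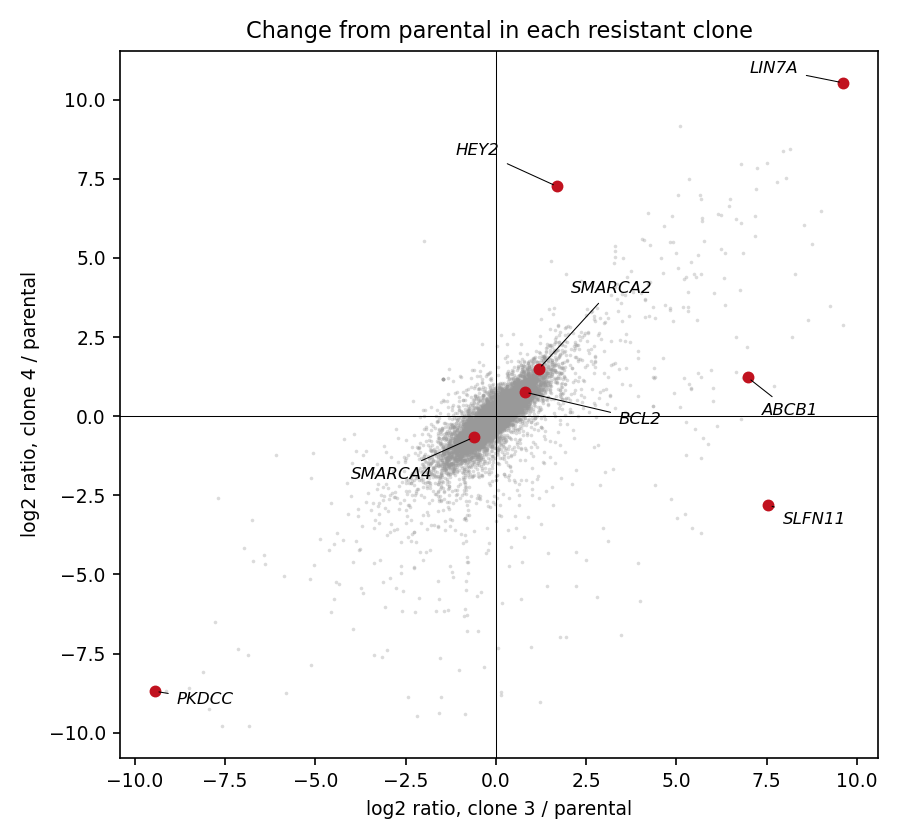
Log2 ratio to parental cells in clone 3 (horizontal axis) and clone 4 (vertical axis), each the mean of its untreated and treated library, for 11564 genes (grey) with 8 genes marked in red. SMARCA4, SMARCA2 and BCL2 lie near the diagonal, whereas ABCB1 and SLFN11 are higher in clone 3 and HEY2 is higher in clone 4.

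Gene lists related to the study were compared last. The 24 SWI/SNF subunits had a median log2 change of -0.08 in EIR cells (percentile 26.7 of random lists), with 2 subunits called higher and 4 lower, and 6 called when adjusted over the list alone. SMARCD2 (ENSG00000108604, chromosome 17, 61909441 to 61920425) was among them, with a log2 fold change of -1.01 (SE 0.17, DESeq2 adjusted p 2.411e-07) and a mean log2 ratio of -0.73 after GC correction. The 11 PRC2 genes had a median of 0.08 (percentile 70.3), which was -0.02 after GC correction. In clone 4 against clone 3 their median was 0.367 (percentile 99.9) and 0.365 after GC correction, with 10 genes higher and 1 lower. In EIR against parental cells 2 genes of this list were called, both lower in EIR cells, and 2 when adjusted over the list alone. EZH1 (ENSG00000108799, chromosome 17, 40852293 to 40897067) had a log2 fold change of -1.01 (SE 0.19) and a mean log2 ratio of -0.92 after GC correction, and PHF1 (ENSG00000112511, chromosome 6, 33378176 to 33384230) had -0.91 (SE 0.32, DESeq2 adjusted p 0.0204) and -0.51 after GC correction. Anti-apoptotic BCL2 family genes (6) had a median of 0.03 (percentile 54.5), and BCL2 was the member called. Pro-apoptotic members (11) had a median of -0.68 (percentile 2.64), which was -0.41 (percentile 5.80) after GC correction, with 2 members called, also when adjusted over the list alone. Of these BBC3 (ENSG00000105327, chromosome 19, 47724079 to 47736023) fell from 631 normalized counts to 99.6 ± 14.5 (SD, n = 4), with a log2 fold change of -2.66 (SE 0.31, DESeq2 adjusted p 4.225e-15) and a mean log2 ratio of -2.17 after GC correction. HRK (ENSG00000135116, chromosome 12, 117293949 to 117319246) rose, with a log2 fold change of 2.54 (SE 0.70, DESeq2 adjusted p 0.0024). In clone 4 against clone 3 the pro-apoptotic list had a median of -0.51 (percentile 0.29), with 4 genes higher and 7 lower. Apart from this list and PRC2, the lists lay between percentiles 12.5 and 84.9 in that comparison. Drug efflux pumps (6) had a median of 0.57 (percentile 95.2), with 2 members called, and 3 when adjusted over the list alone. With GSK126 treatment their median rose by 0.25 (percentile 98.6). As the mean of both clones 6 of 6 genes were higher, none of them past the threshold. In clone 3 alone ABCB1, ABCC1 and ABCC3 were lower and the others higher. The rise of ABCB1 rested on 12 and 23 counts in clone 4, and its DESeq2 log2 fold change was -0.11. ABCG2 had few counts in every library. The medians of the clones differed, at -0.009 and 0.48. Apart from this list and sterol synthesis, the lists lay between percentiles 61.2 and 93.3 under treatment.

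Sterol synthesis genes stood apart from the other lists. Their median log2 change in EIR cells was -0.87, below each of 10000 random lists, and 17 of 20 genes were lower. Of these genes 12 were called, 1 higher and 11 lower, and 14 when adjusted over the list alone. The median was -0.79 with total count scaling and -0.74 after GC correction, again below each random list. Among them FDFT1 (ENSG00000079459, chromosome 8, 11653082 to 11696904) had a log2 fold change of -1.52 (SE 0.23, DESeq2 adjusted p 1.298e-09). With GSK126 treatment the median of the list fell by 0.12 on the log2 scale (percentile 0.04), and 18 of 20 genes were lower, none of them past the threshold. With total count scaling the median was -0.058.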

Values the study reported

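The study considered expression changes between parental TOV21G cells and the EIR clones significant at a false discovery rate below 5%. By combining its RNA-seq with ChIP-seq of SMARCA4, it listed 394 direct SMARCA4 targets with higher expression in EIR cells.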

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

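The test on ABCB1 neighbours in this part was chosen after the result it bears on had been seen; the tests on small nuclear RNAs and the GC corrections were set down before their outcomes were known.

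In untreated clone 4 the 5 genes with the most counts took 10.83% of all counts (95% Wilson interval 10.82 to 10.84), against 7.59% to 7.98% in the other EIR libraries, and the gap to the nearest library was 0.880 of the whole range. The small nuclear RNA gene RNU2-2P accounted for most of this. Its share was 2.43% (95% Wilson interval 2.42 to 2.43) in that library and 0.301% to 0.372% in the other 3, a gap of 0.967 of the range. Without RNU2-2P the gap for the other 4 top genes was 0.628, under the 95% critical value of Dixon's test for 4 libraries. Among 34 other small nuclear RNA genes, 32 were higher in untreated clone 4 and 27 at least 2-fold, with a median log2 ratio of 3.09 to the mean of the other EIR libraries. RNU2-2P itself had 2.94. This is consistent with a different recovery of small nuclear RNAs in that library, such as a difference in preparation. A biological difference cannot be told apart from it, because the condition has a single library of this clone. RNU2-2P belongs to a multi-copy family, so its count is uncertain in any case.

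In the fixed lists, 5 genes had a single EIR library far from the other 3. SMARCE1 had 7977 normalized counts in GSK126-treated clone 4 and 9838 to 10134 in the others (gap 0.863 of the range). MCL1 had 5931 in the same library and 6986 to 7116 in the others (gap 0.891), and ABCC2 had 318 against 207 to 221 (gap 0.880). HRK had 43.7 in untreated clone 4 against 90.7 to 97.3 (gap 0.877), and PMAIP1 had 722 in GSK126-treated clone 3 against 527 to 534 (gap 0.963). In all, 7 of 82 sets of values exceeded the critical value, where chance would give 4.1 if the values of a set were independent. Libraries of the same clone are not independent and some sets overlap, so 4.1 is only a rough guide. A GC trend between libraries was tested as the source. After GC correction 3 of the 5 genes still exceeded the critical value, with gaps of 0.834 for HRK, 0.896 for PMAIP1 and 0.934 for ABCC2, so the GC trend is unlikely to be the source of all 5. The gap was 0.507 for SMARCE1 and 0.811 for MCL1. MCL1 and HRK moved little and lie on either side of the critical value, so the test does not separate them, and a part played by the GC trend is left open for the genes whose gap shrank. Without a firm number for chance, the 7 sets support no biological reading.

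Of the 76 genes of the fixed lists examined singly, 6 differed at least 2-fold between the clones with an adjusted p under 0.05 in the DESeq2 test of clone 4 against clone 3, so that their change from parental cells differed between clones. Clone 4 had lower BOK (log2 fold change -2.17, SE 0.52, adjusted p 6.347e-04), BIK (-4.88, SE 0.96, adjusted p 1.388e-05), HMGCS1 (-1.14, SE 0.17, adjusted p 2.732e-09) and ABCB1 (-5.74, SE 0.38, adjusted p 1.423e-49), and higher BCL2L11 (1.09, SE 0.31, adjusted p 0.0062) and BMF (1.41, SE 0.40, adjusted p 0.0066). For each of the 6 genes the difference between clones had the same sign in untreated and treated cells. After removal of the GC trend the smallest of the 6 changes was 1.123 in absolute size. The GC slope between libraries of different clones was small to begin with (-0.117 to 0.086 log2 units per 10 points of GC), so the correction could hardly have altered these genes, and the check says little beyond that. BIK had 3 and 2 counts in the libraries of clone 4. Set against the floor of 3 counts its fall was 24.6-fold, but with so few counts this is not a lower bound. HMGCS1 was 1.13 above parental cells in clone 3 and -0.004 in clone 4. The remaining hypothesis is that separately picked clones differ in these genes. Libraries of the same clone lay closest to each other, which speaks against an exchange of samples between clones. Mixing of cells was not tested.

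ABCB1 encodes a drug efflux pump (ENSG00000085563, chromosome 7, 87132333 to 87342639, minus strand) and had 7 counts in parental cells, 1070 and 926 in clone 3, and 12 and 23 in clone 4. A gain of the segment around it was tested as a source. The 9 other expressed genes within 1 Mb had a median log2 ratio of clone 4 to clone 3 of 0.145 (from -1.51 to 0.51), so a gain of a wide segment is unlikely. RUNDC3B, which overlaps ABCB1 on the opposite strand, followed it with -3.78, and since strand use in the counting is not stated, its count is uncertain. Whether the ABCB1 difference contributes to resistance to GSK126 in clone 3 was not tested.

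Over all genes, 87 were at least 2-fold above parental cells in both libraries of a clone, at least 2-fold below in both libraries of the other, and called in clone 4 against clone 3. Of these, 82 were up in clone 3 and down in clone 4, and 5 the reverse. GC trends, read sharing and copy number were not tested for these genes.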

How the results depend on the processing

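The alternatives were fixed before the data were examined, except the GC correction (also in combination with the replicate block), which was added after the data were seen. Over 47 results, 348 of 406 alternative values were counted as unaltered. A tested value had to keep its direction and its side of the threshold, a fold change or median without a test had to move by less than 1 SD between replicates, and a count of genes had to stay within 1.5 times the main count. The SD depends on how well the clones agree, so for single genes under treatment a small move can exceed it (BCL2) and a large move can stay within it (ARID1A). Of the others, 23 lost significance with the same direction, 0 gained it, 8 values of single genes changed sign and 27 moved further than these limits. The medians of gene lists were judged without regard to sign, and 4 of them also changed sign, 2 among the 348 and 2 among the 27, which makes 12 changes of sign in all. Of the 195 alternative values of the 20 results for genes named by rule, 181 were unaltered in direction and call, and 14 values of 5 genes lost significance.

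For EIR against parental cells the number of called genes was 4157. It was 1746 with edgeR, 2115 with a minimum log2 fold change of 1, 1914 with the libraries of each clone summed and 1998 with treatment as covariate, which is the same contrast as untreated EIR against parental cells. With GC correction 3280 genes were called, of which 2625 were among the 4157. Leaving out each EIR library in turn gave 2837 to 4024 genes. EdgeR called 432 genes in place of 1998 for untreated and 500 in place of 2017 for treated EIR cells. For clone 4 against clone 3 a minimum log2 fold change of 1 left 1096 of 1739 genes, and 2514 were called without the covariate. For treated against untreated cells edgeR called 0 genes (232 at an unadjusted p under 0.05) in place of 1, the replicate block in DESeq2 called 4, and the replicate block with GC correction called 7, adding COL5A1, BMI1 and AHNAK2 to the 4. The same block in edgeR called 1 gene (AMIGO3). The cause of the differences between edgeR and DESeq2 was not tested beyond the simulated counts, where DESeq2 made more false calls.

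SMARCA2 kept its direction and its call in all 13 alternatives. SMARCA4 kept its direction but lost its call in edgeR (log2 fold change -0.66, adjusted p 0.0604), with summed clones (-0.63, 0.0890) and with GC correction (-0.28, 0.0835), and its -0.64 is under a minimum of 1. Its adjusted p ranged from 1.144e-08 to 0.0890. BCL2 kept its direction but lost its call in edgeR (0.77, adjusted p 0.0909), with summed clones (0.79, 0.1424) and with treatment as covariate (0.66, 0.1434), and its 0.79 is under a minimum of 1. Leaving out a library gave 0.73 to 0.83, with the call lost without GSK126-treated clone 3. The cause was not tested for BCL2. The direction of ARID1A, never past the threshold, reversed to -0.011 with treatment as covariate, and leaving out a library gave -0.12 to 0.33. In this gene a single library, GSK126-treated clone 4, carries the rise.

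Leaving out a clone in the comparison of treated with untreated cells leaves 1 library against 1 and gives fold changes without a test. These were -0.0024 to 0.31 for SMARCA2, -0.24 to 0.75 for ARID1A, -0.033 to 0.022 for EZH2, 0.046 to 0.047 for SMARCA4 and 0.24 to 0.25 for BCL2. EZH2 under treatment also changed from -0.020 to 0.067 with total count scaling, 0.026 with GC correction and 0.023 with the replicate block and GC correction. Total count scaling in place of size factors shifts the log2 ratio of every gene by -0.024 in clone 3 and 0.154 in clone 4 (mean 0.065), which accounts for the change of EZH2 with that scaling. The cause of the other changes was not tested.

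For the gene lists, the SWI/SNF median under treatment (0.028) was 0.012 with TMM, 0.093 with total count scaling and -0.024 over members with a mean of at least 100 normalized counts. By the same shift, total count scaling raised all medians under treatment: to 0.060 for PRC2, 0.094 for anti-apoptotic and 0.16 for pro-apoptotic BCL2 family genes (0.049 over members with a mean of at least 100 normalized counts) and -0.058 for sterol synthesis. Against parental cells it gave 0.10 for the anti-apoptotic list and -0.79 for sterol synthesis. GC correction gave 0.33 for the anti-apoptotic list, -0.41 for the pro-apoptotic list and -0.74 for sterol synthesis. Changes of sign were seen in the SWI/SNF median under treatment over the better expressed members, in the PRC2 median under treatment (-0.0051) with total count scaling and with GC correction (0.010), and in the PRC2 median against parental cells (0.081) with GC correction (-0.020). No list changed sign against parental cells under TMM or total count scaling.

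Of the alternatives planned, limma on RPKM, another pseudocount and a filter on low normalized values were not run, because the values are counts. Leaving out a library was not run as a test for untreated or treated EIR cells alone or for clone 4 against clone 3, since it leaves an arm with 1 library. Depth limits genes with few counts. BIK in clone 4 and the genes given as lower bounds were at or under 3 counts.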

Other observations

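The tests in this part were chosen after the patterns had been seen, except the simulation of the parental library as another clone, which was set down before its outcome was known.

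The number of genes called between EIR and parental cells was set against 2 checks. Each of the 5 libraries was taken in turn as the single library against the other 4. The parental library gave 4157 genes, and the EIR libraries gave 3, 46, 3 and 1, so 1 of the 5 splits, the real one itself, gave as many genes. With 5 splits that share cannot be under 0.05. When an EIR library stood alone, the group of 4 held the parental library and both clones, which raises its spread. Few calls follow from that alone, so this check decides nothing. The second check asked how many genes would be called if parental cells were merely another clone. A library was simulated 10 times by giving each gene the change between clones 3 and 4 of a gene of similar expression. DESeq2 then called 1822 to 1975 genes (median 1869) against 4157, and 1239 to 1335 against 2115 at least 2-fold. With edgeR the numbers were 867 to 961 against 1746. The observed numbers exceed these, so the distance from parental cells is larger than that between these clones. The simulation nevertheless called a large number with no effect of resistance at all. A candidate explanation for many of the calls is therefore divergence between clones, picked or grown separately, and 1 parental library cannot separate it from resistance.

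The fall of log2 changes with GC content matters for SMARCA4, since its transcripts have 58.1% GC. After removal of the trend its log2 fold change was -0.28 (DESeq2 adjusted p 0.0835), against -0.64 before. Across all alternatives the adjusted p ranged from 1.144e-08 to 0.0890. The GC trend may therefore account for a large part of the fall of SMARCA4 in these counts, though the direction stayed the same. The paper also reports lower SMARCA4 in EIR cells by qRT-PCR and immunoblot, on which a GC trend of these libraries has no bearing. Whether the trend itself is technical could not be settled. The largest slope between 2 libraries of the same clone was 0.096 log2 units per 10 points of GC, well below the slopes of -0.38 to -0.50 against the parental library, but the parental library may differ in preparation and has no replicate. The trend cannot be told apart from a GC bias of that library. SMARCA2 (log2 fold change 1.32 after correction) was hardly affected.

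Genes on chromosome 10 were lower in both clones. The median log2 ratio to parental cells over 449 expressed genes was -0.41 in clone 3 and -0.41 in clone 4. After removal of the GC trend it was -0.489 in clone 3 and -0.505 in clone 4, outside the medians of the other 22 chromosomes, which lay between -0.04 and 0.17 in clone 3 and between -0.07 and 0.11 in clone 4. In each clone it was below all of 10000 random gene sets. A few strongly changed regions would not give this pattern, since 12 of 14 windows of 10 Mb had a negative median in both clones. Windows with a median below -0.2 in both clones numbered 9 of 14 on chromosome 10 and 2 of 268 elsewhere. From 110000001 to 120000000 the medians were 0.35 and 0.30 instead, and the windows beyond that lay near 0. The clones hardly differed from each other here (-0.01). A loss of copies of most of chromosome 10 shared by both clones, or a gain in the parental culture, may explain these values. DNA copy number was not analysed here, and with 1 parental library the pattern rests on that library. PRTFDC1 and the sterol gene IDI1 lie on this chromosome.

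AMIGO3 was the gene that passed the threshold for GSK126 treatment with and without the replicate block. It shares its strand and most of its length with GMPPB. The summed normalized count of both genes changed by a mean of -0.015 on the log2 scale, while AMIGO3 changed by -4.48 and -4.61 and GMPPB by 0.46 and 0.56 in clones 3 and 4. This is consistent with reads assigned to GMPPB in treated and partly to AMIGO3 in untreated libraries by the estimation, and it leaves little sign of a transcriptional effect on AMIGO3.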
